A study of Mus musculus with 231 samples. Its data were reported in "Targeting miR-126 in inv(16) acute myeloid leukemia inhibits leukemia development and leukemia stem cell maintenance" (2021).

How the data were processed

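MicroRNA sequencing was performed on peripheral blood mononuclear cells (PBMC) of C57BL/6 mice in which the Cbfb-MYH11 (CM) fusion gene can be switched on by poly(I:C), and of littermates given the same injections (Ctrl). The genotype label is CHW in all CM mice and HW, CW or WT in Ctrl mice. These codes are not explained, and the sources differ on whether Ctrl mice could carry the allele that was not switched on. CM is the mouse form of the fusion made by inversion of chromosome 16 in human acute myeloid leukemia (AML). The training cohort held 7 CM and 7 Ctrl mice with 129 libraries, 53 CM and 76 Ctrl, drawn before induction (month 0) and at months 1 to 10. The validation cohort held 10 CM and 6 Ctrl mice with 102 libraries, 60 CM and 42 Ctrl, at sampling points labelled 1 to 7 and L. Arm, mouse, sex and time of every library were taken from the deposited sample labels, and all 231 libraries could be assigned. The letter L is not explained by the labels, and neither is a training time labelled T6p5, which was read as month 6.5. The description of the series gives 9 CM and 7 Ctrl validation mice, whereas the labels give 10 and 6, and the labels were followed.

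Per the labels, RNA was isolated from PBMC, small RNA libraries of a short insert size were prepared with ligated adapters, and training libraries were allocated to randomized preparation batches, whereas validation libraries were processed as they were collected. Per the methods of the study, the authors trimmed the 3′ adapter with cutadapt, aligned reads longer than 16 bases to the mm9 mouse genome with Bowtie, counted mature miRNAs of miRBase release 18, and computed CPM (counts per 1000000 counts) after TMM scaling (trimmed mean of M-values) in edgeR. Names in the files such as miR-126a-3p belong to a later miRBase release, so the annotation release is not settled. The deposited raw counts of the training cohort were whole numbers for 1863 mature miRNAs, and the authors made them with mirTOP at settings that are not stated. The deposited CPM tables held 1895 miRNAs for the training cohort and 1817 for the validation cohort. Deposited columns summed to between 505180 and 1582940 in the training cohort, so the deposited CPM was treated as a TMM-scaled signal and not as shares of a fixed total. In the validation cohort the sums ranged from 6037690 to 16258800 at point 5 and from 95870 to 2340680 elsewhere. Both training tables named 1849 miRNAs in common, and across these miRNAs, which are not independent replicates, Pearson's r of log2(CPM + 1) between the tables lay between 0.933 and 0.954 in each library. The tables nevertheless differed for near-identical or overlapping miRNAs. Mean CPM of miR-486a-5p was 128 from the raw counts and 25260 in the deposited CPM, that of miR-5099 was 29070 and 107, and that of miR-126b-5p, on the strand opposite miR-126a, was 0.611 and 58.4. Values of these miRNAs are therefore uncertain.

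Training counts were tested with edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3), with TMM scaling and the filterByExpr filter, on the libraries of the groups compared, with 1 library per mouse and month. The standard error (SE) given with an edgeR fold change was derived from that test, as the absolute log2 fold change divided by the square root of F. Validation CPM was tested with limma-trend (limma 3.58.1) on log2(CPM + 1) for miRNAs at 1 CPM or more in at least as many libraries as the smaller group. Fold changes from this test are on the log2(CPM + 1) scale, which understates changes of miRNAs near 1 CPM. Outside point 5, 3 reads correspond to 39.0 CPM or more. There the scale turns a step between 0 and a few reads into a large fold change. A miRNA was called when its two-sided p-value, adjusted by Benjamini-Hochberg (BH), was under 0.05. Levels of miR-126-3p, listed in the files as mmu-miR-126a-3p, were compared with exact two-sided permutation tests over mice of the difference in mean log2(CPM + 1) of the deposited CPM (Python 3.11.15, numpy 2.4.6, scipy 1.17.1). BH adjustment was applied over the 7 months, over the 7 validation points and over 4 tests of mouse means and slopes, and again within each alternative setting. Lists of miRNAs named for erythroid, mature lymphocyte, myeloid, platelet, progenitor and endothelial cells were compared at months 1, 3 and 6 in the same way, as 18 tests. Each training month was matched to the validation point with the next higher number, since validation mice were also drawn before induction, but the labels do not state which point that was.

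These designs, the list of alternatives, the marker lists and the rule for naming miRNAs were fixed before the data were examined. By that rule, miR-126-3p and miR-126-5p were named in every comparison. So were the 3 called miRNAs with the largest change in each direction at a mean of 10 CPM or more at months 1 and 3, at validation point 4 and between the last CM library and month 0. Up to 5 miRNAs per direction called at least 4 times in each cohort were also to be named. The alternatives were DESeq2 1.42.0 with its own size factors, raw library sizes, no filter or a minimum of 10 counts in every library, sex or the G number of the title as a covariate, and mouse as a replicate block. Further alternatives were a pseudocount of 0.1, centring of validation libraries, T6p5 in place of T6, leaving out single CM mice, and leaving out mice 3334 and 3335, whose title numbers were out of series order. Reads recovered from the deposited CPM, fits without single Ctrl mice and fits over all training libraries together, with and without the G number, were added after seeing the data.

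Total counts per training library ranged from 1792809 to 7958411 (median 4437464). Every deposited CPM value was a whole multiple of 1 step per library, so reads were recovered for all 129 training libraries (1376082 to 7520419 reads) and for 100 of 102 validation libraries with 100% of values whole. In the other validation libraries too few low values fixed the step, and their reads carry that uncertainty. A count of 3, taken as the limit that a count of 0 allows, corresponded to 0.377 to 1.67 CPM in the training libraries, 0.551 to 1.82 CPM at validation point 5 and 39.0 to 1720 CPM in the other 90 validation libraries. Wilson intervals at 95% confidence and these limits cover counting error only, since reads after amplification are not independent molecules.

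Libraries of the same mouse at different times come from 1 animal, so mouse numbers pair the libraries in comparisons over time. The median correlation of same-mouse deviations from the group means was -0.02 for the last CM library and month 0, -0.01 for Ctrl months 6 and 0, -0.08 for CM points L and 1, and 0.00 for Ctrl points 7 and 1. No 2 libraries of a group held identical values among 344 training and 322 validation pairs. In 14 validation pairs, none with over 1000000 reads, the counts differed by no more than sampling noise. These libraries belonged to different mice and were kept apart. The titles of training libraries carry a G number from 1 to 7 whose meaning the labels do not give, and it was examined as a possible preparation batch. CM libraries after month 6, at 1 to 3 per time, were not tested by single month across miRNAs. Some of them entered the comparison of the last CM library with month 0. Tests were first run on simulated data in which up to 200 miRNAs were drawn to change by 2 on the log2 scale. Fewer were drawn where few miRNAs passed the count filter. Every miRNA had the same negative binomial dispersion of 0.1, which was not matched to the spread between real mice. The shares called are therefore no estimate of power in the real data. The edgeR test called 190 of 190 changed miRNAs that passed the filter in counts simulated for month 1, 186 of 186 for month 3 and 196 of 196 for month 5, with 7, 8 and 6 unchanged miRNAs called. DESeq2 called 186 of 186 with 12 unchanged, and limma-trend called 4 of 4, 15 of 17 and 199 of 200 at depths simulated for validation points 2, 4 and 5, with 0, 2 and 10 unchanged. Unchanged miRNAs made up 11.8% of the calls at point 4 and 6.06% of those of DESeq2, both above 5%. The exact permutation test fell under 0.05 in 3.5% of 200 draws without a shift and in 92% of 200 draws with a shift of 2 SD.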

Results

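To follow miRNA levels in blood from the healthy state to leukemia, mature miRNAs were measured in PBMC of CM and Ctrl mice sampled at monthly intervals. The training cohort comprised 7 CM mice (4 female, 3 male) and 7 Ctrl mice (2 female, 5 male). Ctrl mice had libraries up to month 10, whereas the last CM libraries were from month 4 in mice 3338 and 3357, month 6 in mouse 3341, the time labelled T6p5 in mouse 3334, month 7 in mouse 3336, month 9 in mouse 3370 and month 10 in mouse 3368. The validation cohort comprised 10 CM and 6 Ctrl mice, with equal numbers of both sexes in each arm. Total counts per training library were between 1792809 and 7958411. Arms did not differ in log2 total count at 6 of the 7 months from 0 to 6, and at month 3 CM libraries were lower by 0.37 (exact permutation test, p = 0.0402, BH-adjusted p = 0.281 over 7 months).

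Validation libraries fell into separate ranges of depth. The 12 libraries of point 5 had 1645456 to 5445215 reads and 891 to 1023 miRNAs above 0. The other 90 libraries had 1744 to 76906 reads (median 20808) and 87 to 408 miRNAs above 0. In these 90 libraries miR-5099 made up 36.7% to 99.1% of the reads (median 95.6%), compared with 0.00677% to 0.0168% at point 5 and 0.130% to 9.46% in the training counts. In the deposited training CPM, which came from another counting, miR-5099 had a mean of 107.2 CPM.

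**Figure D1:**
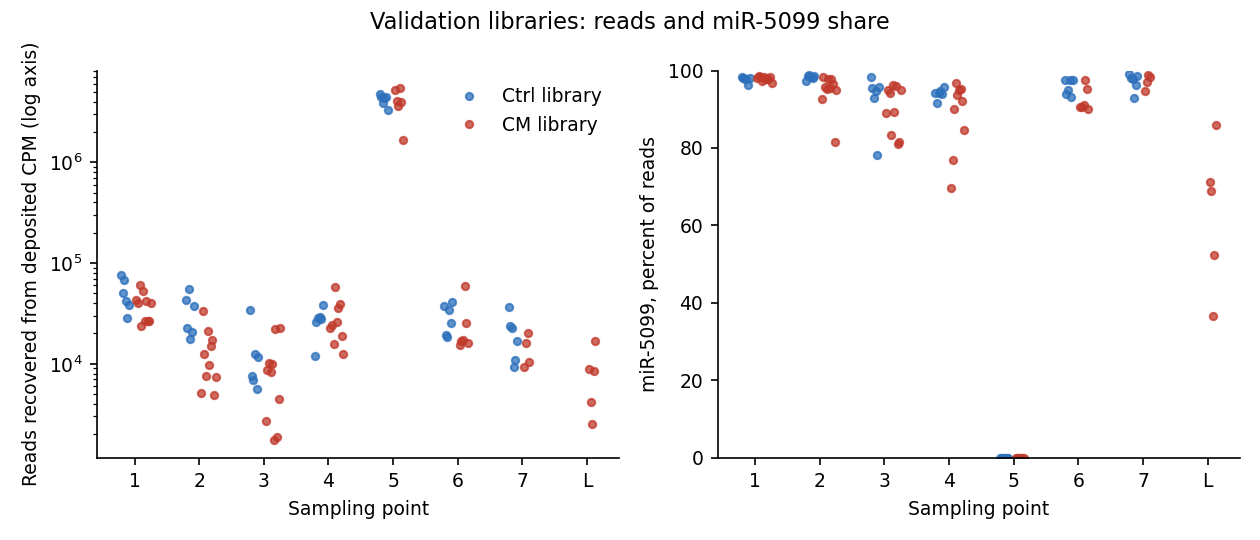
Reads recovered from the deposited CPM (left, log axis) and the percent of them assigned to miR-5099 (right) in each validation library by sampling point, with 1 point per library, blue for Ctrl and red for CM. The 12 libraries of point 5 have at least 1645456 reads with at most 0.0168% miR-5099, and the other 90 libraries have at most 76906 reads.

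The study asked whether CM raises miR-126. In the mm9 annotation (GENCODE) Mir126 lies on chromosome 2 at 26446877 to 26446949 on the plus strand, a precursor of 73 nucleotides within the gene Egfl7 (26435534 to 26448640, plus strand). Of 21 annotated Egfl7 transcripts, 10 held Mir126 in an intron, and in 8 of these it was the intron of 600 nucleotides from 26446584 to 26447183. In 1 transcript Mir126 overlapped an exon.

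Before induction, deposited miR-126-3p was 126.3 ± 23.8 CPM (SD, n = 7) in CM mice and 210 ± 149 CPM (n = 7) in Ctrl mice, a log2 difference of -0.48 (exact permutation test, p = 0.265, BH-adjusted p = 0.265 over 7 months). At month 1 the levels were 343 ± 81.7 CPM (n = 7) in CM and 106.9 ± 16.2 CPM (n = 7) in Ctrl mice. They were 283 ± 111.8 (n = 6) and 90.96 ± 30.0 CPM (n = 7) at month 2, 581 ± 600 (n = 7) and 107.3 ± 12.7 CPM (n = 7) at month 3, and 837 ± 899 (n = 6) and 145 ± 33.8 CPM (n = 7) at month 4. The log2 differences at months 1, 2, 3 and 4 were 1.65, 1.66, 1.84 and 1.91. For each of these months every CM library exceeded every Ctrl library, in 7, 6, 7 and 6 CM mice. The exact permutation p was 0.000583, the smallest these group sizes can give, and 0.00102 after BH adjustment. Other scalings, the smaller pseudocount and the omission of mice 3334 and 3335 gave 16 differences between 1.55 and 2.03 with p of at most 0.00216 (exact permutation tests, BH-adjusted p of at most 0.00378), and the furthest from its own month was 2.03 at month 3 without these mice.

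At month 5 the levels were 326 ± 161 CPM (n = 5) in CM and 145 ± 54.3 CPM (n = 7) in Ctrl mice, a log2 difference of 1.08 (exact permutation test, p = 0.0177, BH-adjusted p = 0.0248), and 3 of 5 CM libraries exceeded every Ctrl library. At month 6 the levels were 1265 ± 2306 CPM (n = 5) and 221 ± 159 CPM (n = 7), and the log2 difference of 1.17 did not exceed the spread between mice (exact permutation test, p = 0.198, BH-adjusted p = 0.231). Mouse 3341 alone carried this difference, which was 0.25 without that mouse. It was 1.76 without mice 3334 and 3335 (exact permutation test, p = 0.0333, BH-adjusted p = 0.0389) and 2.02 with T6p5 in place of T6 libraries (p = 0.0455, BH-adjusted p = 0.0531). At month 5 it was 0.87 without mouse 3370 (exact permutation test, p = 0.0394, BH-adjusted p = 0.0552).

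**Figure D2:**
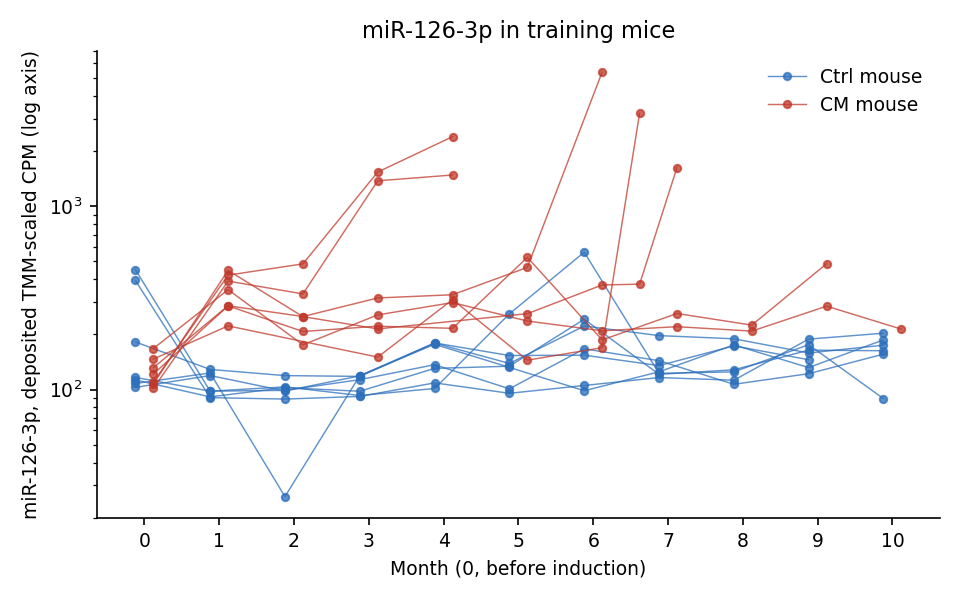
Deposited miR-126-3p CPM (log axis) by month in the training cohort, with 1 line per mouse, blue for 7 Ctrl mice and red for 7 CM mice, and T6p5 placed at 6.5. All CM libraries lie above all Ctrl libraries at months 1 to 4, and the arms overlap at months 0, 5 and 6.

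Averaged over months 1 to 6 for each mouse, log2(CPM + 1) of miR-126-3p was 8.59 ± 0.87 in 7 CM mice and 6.95 ± 0.22 in 7 Ctrl mice, a difference of 1.64 with every CM mouse above every Ctrl mouse (exact permutation test, p = 0.000583, BH-adjusted p = 0.00233 over 4 tests). The slope over months 0 to 6 was 0.42 ± 0.46 log2 units per month in 7 CM mice and 0.07 ± 0.19 in 7 Ctrl mice. This difference of 0.36 did not pass the threshold (exact permutation test, p = 0.0921, BH-adjusted p = 0.184). It did so over all months (0.44, exact permutation p = 0.00932, BH-adjusted p = 0.0186), but not without mice 3334 and 3335 (0.47, exact permutation p = 0.0455, BH-adjusted p = 0.0910). Within libraries of the same G number, pooled over months 1 to 6, CM exceeded Ctrl libraries by 0.86 to 2.42 log2 units in all 7 G numbers. Of the 11 combinations of month and G number with both arms, 10 had every CM library above every Ctrl library.

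To find which miRNAs differed between the arms at each month, all miRNAs passing the filter were tested. At month 0, 1 of 478 tested miRNAs was called, with 62 at an unadjusted p under 0.05. It was miR-466n-3p, which was higher in CM mice by 0.75 ± 0.13 (log2 fold change ± SE; edgeR adjusted p = 0.0151). At month 1, 130 of 472 miRNAs were called, 69 higher and 61 lower in CM mice. At month 2, 65 of 481 were called (37 higher, 28 lower), and at month 3, 100 of 455 (65 higher, 35 lower). The lower count at month 2 depended on Ctrl mouse 3349, the library with the fewest counts, as 26.6% of 478 miRNAs were called without it (66 higher, 61 lower), compared with 10.3% to 15.6% without any other Ctrl mouse. At month 4, 4 of 478 were called. These were miR-126a-5p, miR-126a-3p and miR-499-5p (2.10 ± 0.40, edgeR adjusted p = 0.0315), which were higher, and miR-135a-1-3p, which was lower with 1 to 5 counts in CM and 3 to 49 counts in Ctrl libraries. The names at months 0 and 4 other than miR-126 were chosen after their values were seen. With edgeR on each month alone, no miRNA was called at months 5 and 6. There, 21.6% of 505 and 6.98% of 444 tested miRNAs had an unadjusted p under 0.05. At months 1 and 2, the setting that moved these counts most was the G number as a covariate within a month. It left 10 calls at month 1 and 0 at month 2 (86 at an unadjusted p under 0.05). For month 3 no count is given, since only 1 CM and 1 Ctrl library shared a G number. A fit over all training libraries gave 70, 18 and 19 calls at months 4, 5 and 6. Leaving out mice 3334 and 3335 gave 53 at month 5.

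**Figure D3:**
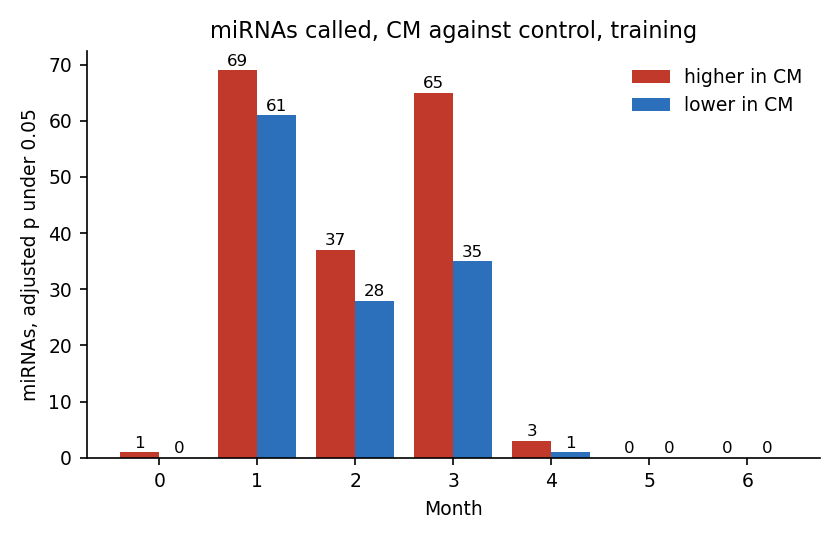
Number of miRNAs called (edgeR adjusted p under 0.05) in CM against Ctrl training libraries at each month, with red bars for higher and blue bars for lower in CM. Months 1, 2 and 3 have 130, 65 and 100 calls, and months 5 and 6 have 0.

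The arms were unevenly spread over the G numbers. Both arms shared 4 of the 7 G numbers at month 0, 3 at month 1, 2 at month 2, 1 at month 3, 0 at month 4, 4 at month 5 and 1 at month 6, so that within month 4 the G number and the arm could not be told apart. When all training libraries were fitted together, the G number had an effect on 47 of 815 miRNAs (5.77%). With the G number in that fit, 13.3%, 5.15%, 7.61% and 6.26% of these miRNAs were called at months 1 to 4, and 15.2%, 6.26%, 9.57% and 8.59% without it. Of those called with the G number, 90, 27, 45 and 4 were also called when each month was fitted alone. This fit treats libraries of 1 mouse at different months as independent. In it, miR-126a-3p remained higher in CM mice at months 1 to 4 with the G number, by 1.70, 1.504, 2.38 and 2.43 (edgeR adjusted p = 0.00632, 0.0495, 0.00139 and 0.00159). It was not called at month 5 (1.07, edgeR adjusted p = 0.383), but it was at month 6 (1.91, edgeR adjusted p = 0.0238, and 2.35 with 0.000335 without the G number), unlike in the fit of month 6 alone.

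From the raw counts, miR-126a-3p was higher in CM mice by 1.68 ± 0.17 at month 1 (log2 fold change ± SE; edgeR adjusted p = 1.05e-05), 1.581 ± 0.29 at month 2 (adjusted p = 0.00352), 2.44 ± 0.50 at month 3 (adjusted p = 0.00363) and 2.47 ± 0.53 at month 4 (adjusted p = 0.0371). For miR-126a-5p the values were 1.82 ± 0.18, 2.02 ± 0.44, 2.72 ± 0.54 and 2.87 ± 0.56 (edgeR adjusted p = 1.05e-05, 0.0107, 0.00363 and 0.0315). With sex as a covariate neither was called at month 4 (edgeR adjusted p = 0.119 and 0.105), and none of the 7 fits that each left out 1 Ctrl mouse called miR-126a-3p there (edgeR adjusted p from 0.0522 to 0.111). With the G number as a covariate within a month neither was called at month 2 (1.75 and 2.26, edgeR adjusted p = 0.137 and 0.0565), where 2 G numbers held both arms. For month 3 that covariate gave 0.82 and 0.47. These values compare 1 CM with 1 Ctrl library, the only ones that shared a G number, and cannot test either miRNA. At month 0 the fold changes were -0.71 and 0.06 (edgeR adjusted p = 0.434 and 0.927), at month 5 they were 1.17 and 1.13 (both 0.106; 1.56 and 1.55 with 0.00637 and 0.00390 without mice 3334 and 3335), and at month 6 they were 2.40 and 2.76 (0.443 and 0.438). Without mouse 3341, the fold change of miR-126a-3p at month 6 was -0.02.

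At month 1 the largest increases were those of miR-486a-3p (2.98 ± 0.60), miR-144-5p (2.94 ± 0.63) and miR-486b-3p (2.73 ± 0.56), with edgeR adjusted p between 0.00523 and 0.00570. The most abundant of these, miR-144-5p, was at 10865 ± 11324 CPM in CM and 1823 ± 515 CPM in Ctrl mice (n = 7 each). Since miR-486a and miR-486b are near-identical copies, their values are uncertain. The largest decreases were those of miR-147-3p (-1.84 ± 0.50), miR-3473b (-1.81 ± 0.44) and miR-139-5p (-1.58 ± 0.27), with edgeR adjusted p of 0.0164, 0.0105 and 0.00173. At month 3, beside miR-126a-5p, miR-298-5p (2.86 ± 0.81) and miR-296-3p (2.65 ± 0.74) rose most, with edgeR adjusted p of 0.0189 and 0.0179. Their spread between CM mice exceeded the mean, as miR-298-5p was at 47.05 ± 88.9 CPM in CM and 6.43 ± 2.15 CPM in Ctrl mice (n = 7 each). The largest decreases at month 3 were those of miR-135a-5p (-2.40 ± 0.66), miR-200b-3p (-1.61 ± 0.44) and miR-500-3p (-1.31 ± 0.30), with edgeR adjusted p of 0.0179, 0.0179 and 0.00692. With the G number as a covariate miR-200b-3p changed direction (0.21). At month 3, however, that fit compares only 1 CM with 1 Ctrl library, the only ones that shared a G number. Of the miRNAs named here at month 1, only miR-139-5p kept its call with the G number as a covariate. Those named at month 3 cannot be tested that way. With sex as a covariate miR-147-3p, miR-298-5p and miR-296-3p were not called (edgeR adjusted p = 0.0505, 0.147 and 0.0947). Over months 1 to 6, miR-126a-3p and miR-126a-5p were the miRNAs called in at least 4 months, and 22 higher and 8 lower miRNAs were called in at least 3.

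To describe the course in CM mice, each CM mouse's last library was compared with its library from month 0. Of 446 miRNAs tested, 174 were called, 71 of them lower and the others (59.2%) higher at the end. As background, Ctrl libraries of month 6 against month 0 gave 97 calls of 474 (51 higher, 46 lower). At the end of the CM series miR-126a-3p was at 1641 ± 1332 CPM, compared with 130.9 ± 32.02 CPM at month 0 (n = 7 mice), a log2 fold change of 3.95 ± 0.55 (edgeR adjusted p = 0.000284). The fold change of miR-126a-5p was 4.09 ± 0.59 (edgeR adjusted p = 0.000284). In Ctrl mice both changed less, by 0.12 ± 0.47 and 0.70 ± 0.41 (edgeR adjusted p = 0.893 and 0.241), and the first was -0.39 without mice 3334 and 3335. Other large increases in CM mice were those of miR-541-5p (6.55 ± 0.92), miR-212-5p (5.04 ± 0.85) and miR-335-3p (4.71 ± 1.18), with edgeR adjusted p of 0.000284, 0.000818 and 0.00743. At month 0, miR-541-5p had only 1 to 7 counts per library, and miR-335-3p was not called with mouse as a block (1.89, edgeR adjusted p = 0.114). The largest decreases were those of miR-204-5p (-3.38 ± 1.07), miR-574-3p (-2.62 ± 0.42) and miR-1249-3p (-2.12 ± 0.28), with edgeR adjusted p of 0.0209, 0.000567 and 0.000284. In the last CM libraries miR-204-5p had 0 to 28 counts, over the limit of 3 in only 3 of 7. The size of its decrease therefore rests on few counts.

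Whether the arms differed in their change from month 0 was tested by an interaction. For month 1, 44 of 520 miRNAs were called (31 with a larger rise in CM mice, 13 with a smaller one), and 21 with mouse as a block. For month 3, 12 of 515 were called (7 and 5), and 0 with mouse as a block, where 75 had an unadjusted p under 0.05. The interaction was 2.50 ± 0.43 for miR-126a-3p and 1.87 ± 0.28 for miR-126a-5p at month 1 (edgeR adjusted p = 0.000882 and 0.000164). At month 3 it was 3.17 ± 0.65 and 2.69 ± 0.59 (both edgeR adjusted p = 0.0130), and 2.22 and 1.92 with mouse as a block (edgeR adjusted p = 0.163 and 0.246).

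Lists of miRNAs named for blood cell types were compared to see whether the cell composition of PBMC differed between arms. Of 18 tests, 2 passed the threshold after adjustment. The erythroid list of 6 miRNAs was higher in CM mice at month 1 by 1.39 log2 units (13.0 ± 1.18 against 11.6 ± 0.34, n = 7 each; exact permutation test, p = 0.00117, BH-adjusted p = 0.0105). Its size rests in part on CM mice 3336 and 3368, at 14.9 and 14.49. The other CM mice were at 12.07 to 12.57 and Ctrl mice at 11.27 to 12.16. The platelet list, of which 4 of 5 names were in the table and 2 also belong to other lists, was higher at month 3 by 0.75 (12.3 ± 0.34 against 11.5 ± 0.06, n = 7 each; exact permutation test, p = 0.000583, BH-adjusted p = 0.0105). This list includes miR-126-3p itself. A further 5 tests passed only before adjustment, with BH-adjusted p from 0.0666 to 0.109. These were the erythroid (0.49), mature lymphocyte (-0.49) and myeloid (0.43) lists at month 3 and the platelet (0.37) and endothelial (0.34) lists at month 1. The remaining 11 differences lay between -0.44 and 0.54 and included all 3 tests of the progenitor list.

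The same comparisons were made in the validation cohort. Outside point 5, miR-126-3p was listed at 0 in 84 of 90 libraries. Values above 0 occurred in 6 CM libraries, at 49.1 CPM (mouse 2708) and 27.1 CPM (mouse 2731) at point 1, 64.3 CPM at point 2 and 23.8 CPM at point 4 (both mouse 2690), and 118.2 CPM (mouse 2719) and 39.4 CPM (mouse 2731) at point L, from 1 read each at points 1, 2 and 4 and from 7 and 2 reads at L. A difference was not detectable at this depth. At point 5, miR-126-3p was at 8072 ± 15693 CPM in 6 CM and 1459 ± 665 CPM in 6 Ctrl mice, a log2 difference of 1.04 (exact permutation test, p = 0.188, BH-adjusted p = 1.0 over 7 points). Of the 6 CM libraries, 1 exceeded every Ctrl library. This was mouse 2684 at 40100 CPM, compared with 1347 to 2322 CPM in the 5 other CM mice, so the CM mean rests largely on it. Mouse means over points 2 to 7 differed by -0.15 (exact permutation test, p = 0.861, n = 10 and 6) and slopes by -0.33 (p = 0.552), but both depend on whether a mouse had a library at point 5.

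Among all tested miRNAs, limma-trend called 4 of 144 at point 2 and 0 at points 1, 3, 4, 5, 6 and 7, where 18, 1, 20, 54, 5 and 8 had an unadjusted p under 0.05. At point 2, miR-191-5p (1.22 ± 0.30, limma adjusted p = 0.0112) and miR-126b-5p (1.88 ± 0.49, adjusted p = 0.0215) were higher in CM mice and miR-5099 was lower (-1.21 ± 0.29, adjusted p = 0.0112). The fourth, miR-106b-3p, was higher in CM mice from 1 to 6 reads per library, with 0 to 2 reads in Ctrl libraries, which are all under the limit of 3, so that no fold change is given. These names were chosen after their values were seen. Since miR-126b-5p had 3 to 26 reads in CM and 2 to 4 in Ctrl libraries, its fold change rests on few reads. Mean reads at point 2 were 13383 in CM and 32865 in Ctrl libraries, most of them miR-5099. Depth and arm thus went together, and the CPM changes of miR-5099 and miR-191-5p cannot be separated from depth. Reads of miR-191-5p were nevertheless 24 to 40 in CM and 11 to 29 in Ctrl libraries. Over time, 30 of 166 miRNAs were called between points L and 1 in 5 CM mice (19 higher, 11 lower), and 20 with mouse as a block. Leaving out mouse 2708 or mouse 2719 gave 16 and 14 calls. As background, 2 miRNAs (1.49% of those tested) were called, both lower, between points 7 and 1 in Ctrl mice. These were miR-6907-5p, with 1 to 3 reads at point 1, and miR-8090, with 1 to 20 reads, and neither had a read at point 7. In both, sampling point and processing batch went together.

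To see whether the calls of the training cohort recurred, their directions were compared with the validation cohort. Of 130 miRNAs called at month 1, 25 were tested at point 2, and 72% of these changed in the same direction, a share reached by 10 of 100 random splits of the validation mice (median 44%). For month 2 and point 3 the share was 50% of 12 miRNAs (57 of 100 splits), and for month 3 and point 4 it was 60% of 30 (10 of 100 splits). The 4 miRNAs of month 4 all changed in the same direction at point 5, as in 30 of 100 splits. No share exceeded that of random splits at the 0.05 threshold. With the validation point of the same number in place of the next, the shares for months 1, 2 and 3 were 56.2% of 32, 73.3% of 15 and 42.9% of 21 miRNAs, reached by 35, 13 and 72 of 100 splits.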

Values the study reported

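The study described AML developing on average 3 to 4 months after CM was induced in this knock-in model. It stated that the rise of miR-126 in peripheral blood cells was already significant 1 month after induction. It placed miR-126 in intron 7 of the EGFL7 gene.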

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

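The tests in this part were chosen only after the results they bear on were seen, except the interactions between arm and month, which were planned.

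Among 63 groups of values tested, 5 held a value set apart from the others by more than a critical share of the group's range. All 5 were miR-126-3p levels. About 1 in 20 groups, or 3.15 of the 63, would do so by chance. The 63 exceed the number of groups of miR-126-3p levels, so 3.15 is not the number expected for these levels alone. In Ctrl mouse 3349 at month 2, deposited miR-126-3p was 26.1 CPM, compared with 88.7 to 119.1 CPM in the 6 other Ctrl mice, and the gap was 0.804 of the range. This library had the smallest total count of the training cohort, 1792809, with 83 counts of miR-126-3p. The upper end of its 95% Wilson interval, 57.38 CPM, was below the lowest of the other mice (86.7 CPM), so counting error at this depth does not account for it. Its level from raw counts, 46.3 CPM, was also below theirs, which argues against the authors' scaling or counting. The 5p strand was low as well, at 3.90 CPM compared with at least 30.3 CPM. An error in handling or labelling stays open and was not tested, and the design gives no biological explanation within the Ctrl group.

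In CM mouse 3341 at month 6, its last library, miR-126-3p was 5388 CPM, compared with 169 to 372 CPM in the 4 other CM mice, a gap of 0.773 of the range. In CM mouse 2684 at validation point 5 it was 40100 CPM, compared with 1347 to 2322 CPM in the 5 other CM mice, a gap of 0.84 of the range. The levels without the authors' scaling were 4235 CPM (others at most 342) and 2798 CPM (others at most 237), so the scaling and, for mouse 3341, the counting do not account for the gaps. The 5p strand rose with the 3p strand in both libraries. A higher share of leukemic cells in these 2 mice may be the source, as the levels of 4235 and 2798 CPM would then reflect disease. The files hold no disease stage per library, so this was not tested.

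In CM mouse 2690, miR-126-3p was above 0 at validation points 2 and 4, where all other CM libraries of the point were listed at 0, so the gap was 1.0 of the range at both points by construction. Each value came from 1 read, the smallest amount that can be seen, and a depth too low to count this miRNA is enough to give it.

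The arms differed in their change from month 0 for 44 miRNAs at month 1 and for 12 at month 3 (edgeR interaction, adjusted p under 0.05). Of 100 splits of the mice, the real one included, 2 gave as many calls at month 1, where another split reached 70, and 1 did at month 3. With mouse as a replicate block the counts were 21 and 0, so the difference at month 3 rests on leaving the block out. For miR-126a-3p, part of the interaction came from month 0, where Ctrl mice 3340 and 3342 had 394 and 451 CPM of deposited miR-126-3p. From raw counts they had 421 and 415 CPM, compared with 88.6 to 195 CPM in the 12 other libraries of that month. Cells of the vessel wall would raise both strands of miR-126, but the 5p strand, at most 84.34 CPM in these libraries, was within the range of the others (36.2 to 104.2 CPM). Their ratios of the 3p to the 5p strand, 4.99 and 5.03, were above those of the 17 other libraries with the same G number (at most 3.1), which argues against a batch effect of that G number, although libraries with another G number reached 11.9. What raised the 3p strand alone stays open.

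CM libraries taken after month 6 were not compared across miRNAs with Ctrl libraries of their own month. Of 10 such libraries from 4 mice, 9 had more miR-126-3p than every Ctrl library of the month, with T6p5 set against month 6, and 8 did so from raw counts with raw library sizes. The levels were 220 to 1624 CPM at month 7 and 208 to 224 CPM at month 8 in CM mice, compared with at most 197 and 189 CPM in 7 Ctrl mice. The authors' scaling or counting therefore does not account for most of the difference. With 1 to 3 CM mice per month the difference itself was not tested, and a lasting effect of CM remains an untested hypothesis.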

How the results depend on the processing

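Of the tests in this part, those on recovered reads, on all training libraries fitted together, on libraries without single Ctrl mice and on the marker lists without single CM mice were chosen only after the data were seen.

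Of 677 alternative values, 575 kept their direction and their side of the threshold, or lay within 1.5 times the count. These include all 16 alternatives of the miR-126-3p difference at months 1 to 4 (1.55 to 2.03). The values below are those that did not, and the cause was not tested unless stated.

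Counts at month 2, where 13.5% of 481 tested miRNAs were called (37 higher, 28 lower), are given as percents of the miRNAs tested. With DESeq2, 4 miRNAs were called at month 0 (3 higher, 1 lower), 21.4% of 481 at month 2 (54 higher, 49 lower), 23 at month 4, 21 at month 5, 69 for the interaction at month 1 and 23 for that at month 3 (16 with a larger rise and 7 with a smaller one). Without a filter, which tests more miRNAs, the counts were 0 (7.07% of tested miRNAs at an unadjusted p under 0.05), 2.63% of 1596 (23 higher, 19 lower) and 13 at months 0, 2 and 4, 22 and 6 for the interactions, 1, 2, 1, 1 and 1 at validation points 1, 2, 3, 6 and 7, and 15 between Ctrl points 7 and 1. With at least 10 counts in every library the interaction at month 1 gave 27 calls, month 3 had 41 higher and 47 lower calls against 65 and 35, and miR-126a-5p at month 0 changed by -0.010. Raw library sizes gave 27 calls for the interaction at month 1 (17 with a larger and 10 with a smaller rise, against 31 and 13) and moved the median log2 change of all miRNAs from 0.02 to -0.20. They moved that of the last CM libraries against month 0 from -0.06 to -0.25 with 83 higher and 78 lower calls, gave 52 higher and 64 lower calls at month 1 against 69 and 61, and moved that of month 4 from 0.05 to -0.07 with 3 higher and 2 lower calls. Centring validation libraries gave 2 calls at point 2 (1 higher, 1 lower) and moved the median at point 1 from -0.46 to 0.13, at point 4 from -0.15 to -0.93 and at point 7 from -0.39 to 1.00.

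With the G number as a covariate within a month, the counts were 0, 10 and 0 at months 0 to 2 (64 and 86 at an unadjusted p under 0.05 where 0). With it miR-200b-3p at month 3 changed by 0.21, from 1 CM and 1 Ctrl library with a shared G number, so no count is given there. This covariate leaves few libraries to compare, since few G numbers held both arms, and it could not be fitted at month 4. In fits over all training libraries the counts at months 0, 4, 5 and 6 were 0 (38 at an unadjusted p under 0.05), 70, 18 and 19, and with the G number 0 (47), 5.15% of 815 (16 higher, 26 lower), 62, 51, 6 and 15 at months 0, 2, 3, 4, 5 and 6. These fits share 1 estimate of the spread over all months. With sex as a covariate 0 miRNAs were called at month 4 (49 at an unadjusted p under 0.05).

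Without mice 3334 and 3335, 0 (66 at an unadjusted p under 0.05), 7 and 53 miRNAs were called at months 0, 4 and 5, and miR-126a-3p in Ctrl mice from month 0 to 6 changed by -0.39. The miR-126-3p difference at month 6 was then 1.76 (exact permutation test, p = 0.0333, BH-adjusted p = 0.0389). All months gave a slope difference of 0.44 (exact permutation test, p = 0.00932, BH-adjusted p = 0.0186). Leaving out 1 CM mouse at a time gave 0 to 4 calls at month 5 (4 without mouse 3368), 0 at month 6 (12 to 45 at an unadjusted p under 0.05) and 0 at validation point 7 (4 to 11). It gave 14 to 39 calls between points L and 1 (16 without mouse 2708, 14 without mouse 2719), 0.87 to 1.34 and 0.25 to 1.495 for miR-126-3p at months 5 and 6, and -0.016 to 2.72 for the fold change of miR-126a-3p at month 6, with the lowest of these at month 6 without mouse 3341. At month 5 the miR-126-3p difference no longer passed without mouse 3370 (exact permutation test, p = 0.0394, BH-adjusted p = 0.0552).

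Leaving out 1 Ctrl mouse at a time gave 0 to 1 calls at month 0 (50 to 70 at an unadjusted p under 0.05), 0 to 4 at month 4 (54 to 90), 0 to 37 at month 5 (37 without mouse 3335) and 10.3% to 26.6% at month 2, the last without mouse 3349.

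Recovered reads, 100% of them whole where the step could be fixed, gave 0 (67 at an unadjusted p under 0.05) and 10 calls at months 0 and 4, calls for 22.2% of 481 miRNAs at month 2 (53 higher, 54 lower), 67 for the interaction at month 1, 12 between points L and 1 and 1 between Ctrl points 7 and 1. They gave a difference of 0.072 in the validation mouse mean of miR-126-3p. With mouse as a replicate block the interactions gave 21 and 0 calls (75 at an unadjusted p under 0.05 in the second), and the last CM libraries had 72 higher and 75 lower calls. The block changed no other count by over 1.5 times and, beside 3 named miRNAs, no other call of a named miRNA.

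For the marker lists, raw counts and raw library sizes gave 0.63 for the erythroid list at month 3 (exact permutation test, p = 0.00408, BH-adjusted p = 0.0245 over 18 tests). Without mice 3334 and 3335 the value was 0.0093 for mature lymphocytes at month 6. Leaving out 1 CM mouse at month 6 gave -0.39 to 0.11 (erythroid), -0.16 to 0.056 (mature lymphocyte), -0.082 to 0.23 (myeloid) and -0.018 to 0.18 (endothelial). With the validation point of the same number, the share for month 3 was 42.9%. This could not be computed for month 4, as no called miRNA was tested at point 4, nor for months 5 and 6, which had no calls.

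Of the single miRNAs named, 21 other values lost their call and 4 gained one. The G number accounted for 13 of the losses, sex for 5 and the block for 3, and DESeq2 and the omission of mice 3334 and 3335 for 2 gains each. Losses to the G number at month 3 rest on 1 CM and 1 Ctrl library. Depth limits the validation cohort outside point 5, where 3 counts correspond to 39.0 CPM or more and miR-126-3p could not be compared.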

Other observations

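All tests in this part were chosen only after the result was seen, except those of platelets, vessel wall cells and depth for the training miR-126-3p level and that of the labels of mice 3334 and 3335 over months 0 to 5.

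Other splits of the libraries were refitted to see how often they gave as many calls. Of 100 splits drawn at each training month, the real one included, 6 gave as many at month 0, where another split reached 34, 1 each at months 1, 2 and 3, and 2 at month 4. The largest count of any other split was 14, 31 and 49 at months 1, 2 and 3 and 10 at month 4, against 130, 65, 100 and 4. At months 5 and 6, with 0 calls, all 100 did. In the validation cohort 1 of 100 splits reached the 4 calls of point 2, and all 100 reached the 0 calls of each other point. For comparisons over time the dates were exchanged within mice. Of 64 exchanges, 1 gave the 174 calls of the last CM libraries and 1 the 97 calls of Ctrl month 6, the real dates in both, with 156 and 29 the next largest. Of 32 exchanges 1 gave the 2 calls between Ctrl points 7 and 1. Of 16 exchanges 1 gave the 30 calls between CM points L and 1, a share that cannot go under 0.05 with 5 mice.

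The arms shared 1 G number at month 3, so the calls there might come from preparation batches. If so, they should go once the G number is estimated over all training libraries. In that fit 62 miRNAs were called at month 3 with the G number and 78 without it, and 45 of the 62 were among the 100 of the month alone, which argues against the G number as the whole source. Repeated libraries of 1 mouse are treated as independent in this fit, so its counts are no stricter test of the arms. At month 4 the G number and the arm cannot be told apart within the month.

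The number of calls fell from 130 and 100 at months 1 and 3 to 0 at months 5 and 6, when 5 of 7 CM mice had libraries. Over the 21 subsets of 5 CM mice, the counts were 43 to 158 at month 1 and 62 to 159 at month 3, so fewer mice alone do not give 0. Leaving out mice 3338 and 3357, which had no library after month 4 and the highest miR-126-3p at months 3 and 4, gave 79 calls at month 3, and 4 of 21 subsets gave as few.

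A candidate explanation for month 5 is an exchange of the libraries labelled CM mouse 3334 and Ctrl mouse 3335. At month 5 they had 145 and 259 CPM of miR-126-3p, and at month 6 they had 169 and 561 CPM, the higher value in the library labelled Ctrl both times. Mouse 3334 then had 3209 CPM at T6p5, and mouse 3335 had 122.6 CPM at month 7. With these 2 libraries exchanged, 65 miRNAs were called at month 5, whereas exchanging any of the 34 other pairs of a CM and a Ctrl library gave at most 19. Leaving both out gave 53 calls, compared with at most 31 for other pairs. At month 6 the exchange gave 0 calls, but among the training titles those of the 2 libraries of month 6 were the only ones with a library number in the block of another G number, each in the block of the other. An exchange throughout is argued against, since of 4 libraries labelled 3334 at months 1 to 5, the 3 before month 5 exceeded the 6 other Ctrl mice, and the one of month 5 did not. The exchange at months 5 and 6 is a hypothesis found and tested on the same data, and the labels were kept in every result of the report.

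Several explanations were weighed for the higher miR-126-3p of CM mice in the training cohort. Depth does not account for it, since log2 total counts differed by -0.09 at month 1 (exact permutation test, p = 0.530, BH-adjusted p = 0.883 over 7 months) and CPM from raw counts and raw library sizes differed by 1.549 (exact permutation test, p = 0.000583). Cells of the whole vessel wall would bring miR-143-3p, miR-145a-5p and miR-10b-5p, but these had a median difference of -0.627 over months 1 to 4, and 5 of 12 values were lower in CM mice with an unadjusted permutation p under 0.05. No value was higher past this threshold, although miR-10b-5p was 0.08 and 0.28 at months 1 and 2. Mean miR-143-3p, the most abundant, was 277 CPM in CM and 417 CPM in Ctrl mice at month 1. Endothelial cells alone cannot be told apart. Their list was higher by 0.34 at month 1 and 0.20 at month 3, but it holds both strands of miR-126. Without these, the median difference over months 1 to 4 was -0.353 (exact permutation tests, BH-adjusted p from 0.0724 to 0.590 over 4 months). At months 3 and 4 the differences were -0.51 and -0.59, with unadjusted permutation p of 0.0181 and 0.0449. The list member miR-27b-3p went the other way. It was higher by 0.36 and 0.54 at months 2 and 4, both with an unadjusted permutation p under 0.05. RNA from platelets cannot be told apart either. The platelet miRNAs miR-191-5p and miR-223-3p had a median difference of 0.424, and 5 of 8 values were higher in CM mice with an unadjusted permutation p under 0.05, but both are also abundant in other blood cells and miR-223-3p was -0.44 at month 1. A rise of miR-126 within CM blood cells was not tested here and stays open for these libraries. In other experiments the paper reported higher miR-126 in sorted stem and progenitor populations of CM mice. It also reported a rise in a myeloblast cell line given CM, a fall when CM was knocked down, and rising Egfl7 RNA in blood of CM mice.

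In the validation libraries outside point 5, miR-126-3p was near 0. From its median share of reads other than miR-5099 at point 5, 14.3 reads were expected over these 90 libraries, or 0.159 per library, and 13 were found. The pooled share at point 5, which mouse 2684 dominates, gave 40.8 reads, and 9 of the 13 reads were in 2 libraries of point L. Outside points 5 and L, 4 reads were found where the median share gave 12.6. Low depth is enough to leave most libraries at 0, but whether it accounts for the whole shortfall cannot be told apart, since the answer changes with the share and the libraries used. Depth itself went with sampling point, as 0 libraries outside point 5 and all 12 of point 5 had over 1000000 reads, in line with a difference between processing batches. The composition also differed in a way that depth does not give. Among reads other than miR-5099, miR-126b-5p made up 3.06% outside point 5 and 0.00176% to 0.0335% in point 5 libraries, and miR-21a-5p made up 1.35% compared with 4.98% to 10.1%. Since miR-5099 was left out of these shares, its large share does not give the difference either. Another counting of reads in these libraries may be the source and was not tested.

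At points 1 and 7, miR-126b-5p was not higher in validation CM than Ctrl mice (-0.10 and -0.13, limma adjusted p = 0.915 and 0.980). Mouse means over points 2, 3, 4, 6 and 7 were higher in CM mice by 2.44 in log2(CPM + 1) from recovered reads (permutation test, p = 0.00475, BH-adjusted p = 0.0123 over 4 tests), with 8 of 10 CM mice above every Ctrl mouse, and by 1.66 among reads other than miR-5099 (permutation test, p = 0.00812, BH-adjusted p = 0.0123). Depth was lower in CM mice by 0.75 (permutation test, p = 0.0160, BH-adjusted p = 0.0160), which can inflate CPM, but log2(reads + 1) was also higher in CM mice, by 1.384 (permutation test, p = 0.00924, BH-adjusted p = 0.0123). In the 5 CM libraries of point L miR-126b-5p was at 1722 to 11810 deposited CPM, compared with 360 to 1194 CPM in all 10 CM libraries of point 1. Over the 5 CM mice with both points, the limma log2 fold change was 2.62 (adjusted p = 0.00243). With raw library sizes the ranges in the same 5 and 10 libraries were 12100 to 66000 and 262 to 1070 CPM, so the size of the rise depends on the scaling. Because miR-126b lies on the strand opposite miR-126a, its reads may stem from miR-126a transcripts assigned to the other strand. In the deposited training CPM of month 3, miR-126b-5p followed miR-126a-3p over 7 CM mice (Pearson's r = 0.988, exact permutation p = 0.000794, BH-adjusted p = 0.00318; Spearman's rho = 0.964, exact permutation p = 0.00278, BH-adjusted p = 0.00556; 4 tests in all). Without the 2 mice farthest from the median, r was 0.995. Over 7 Ctrl mice r was 0.837 (exact permutation p = 0.0268, BH-adjusted p = 0.0357) and rho was 0.679 (exact permutation p = 0.110, BH-adjusted p = 0.110), and r was 0.449 without the 2 farthest, so that relation rests on them. The shallow validation libraries differed from this pattern. Reads of miR-126b-5p and miR-126a-3p were 3018 and 13 outside point 5, and 2920 and 20343 at point 5. At point 5 miR-126b-3p had 12801 reads, close to the 12736 of miR-126a-5p, but outside it miR-126b-3p had only 15. That miR-126b-5p stands for miR-126a in the shallow validation libraries stays a hypothesis, which the low miR-126b-3p there does not favour.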
